# Induction of interferon signaling and allograft inflammatory factor 1 in macrophages in a mouse model of breast cancer metastases

**DOI:** 10.12688/wellcomeopenres.16569.2

**Published:** 2021-06-23

**Authors:** Wei Zheng, Dejian Zhao, Hui Zhang, Prameladevi Chinnasamy, Nicholas Sibinga, Jeffrey W. Pollard

**Keywords:** breast cancer, metastasis, macrophage, interferon, AIF1, IBA1, tumor microenvironment

## Abstract

**Background:** Metastatic breast cancer cells recruit macrophages (metastasis-associated macrophages, or MAMs) to facilitate their seeding, survival and outgrowth. However, a comprehensive understanding of the gene expression program in MAMs and how this program contributes to metastasis remain elusive.

**Methods:** We compared the transcriptomes of MAMs recruited to lung metastases and resident alveolar macrophages (RAMs) and identified a large variety of differentially expressed genes and their associated signaling pathways. Some of the changes were validated using qRT-PCR and immunofluorescence. To probe the functional relevance to metastatic growth, a gene-targeting mouse model of female mice in the C57BL6/J background was used to study allograft inflammatory factor 1 (AIF1, also known as ionized calcium-binding adapter molecule 1 or IBA1).

**Results:** Interferon signaling is one of the most activated pathways in MAMs, with strong upregulation of multiple components of the pathway and a significant enrichment for the gene signatures of interferon-alpha-treated human macrophages. *Aif1*, an interferon-responsive gene that regulates multiple macrophage activities, was robustly induced in MAMs. *Aif1* deficiency in MAMs, however, did not affect development of lung metastases, suggesting that AIF1 indicates MAM activation but is dispensable for regulating metastasis.

**Conclusions:** The drastically different gene expression profile of MAMs as compared to RAMs suggests an important role in promoting metastatic growth. Dissection of the underlying mechanisms and functional validation of potential targets in the profile may provide novel therapeutic strategies for the treatment of metastatic diseases.

## Abbreviations

AIF1: allograft inflammatory factor 1; BM: bone marrow; BMT: bone marrow transplantation; FACS: fluorescence-activated cell sorting; GSEA: gene set enrichment analysis; IFN: interferon; iv: intravenous; IPA: ingenuity pathway analysis; IVIS: *in vivo* imaging system; MAMs: metastasis-associated macrophages; RAMs: resident alveolar macrophages; RNA-seq: RNA-sequencing; WT: wild type.

## Introduction

Tumor-associated macrophages (TAMs) are important in multiple steps of tumorigenesis and progression, including regulation of tumor cell invasion into the stroma, intravasation into blood vessels, seeding at distal organs, angiogenesis, inflammation and immune suppression ( Qian & Pollard, 2010). Compared to the abundant knowledge of tumor-associated macrophages at primary sites, the role of the macrophages at metastatic sites, i.e. metastasis-associated macrophages (MAMs), has only begun to emerge in recent years. In mice, lung metastases resulting from mammary cancer have been shown to recruit MAMs that are CD11B ^+^CD11C ^-^, as compared to CD11B ^-^CD11C ^+^ resident alveolar macrophages (RAMs) ( Qian *et al.*, 2009). MAMs and their monocytic progenitors express CCR2 and respond to the CCL2 signal emitted from metastases ( Lu & Kang, 2009; Qian *et al.*, 2011). Once recruited to the metastatic site, MAMs can secrete vascular endothelial growth factor A to facilitate cancer cell extravasation for seeding of the lung ( Qian *et al.*, 2011). MAMs also secrete CCL3, which acts in an autocrine manner to augment MAM recruitment and enhance their activity to promote metastatic growth ( Kitamura *et al.*, 2015). Despite the significance of these findings, they represent only a patchwork of a global program of MAMs, which remains elusive. To this end, we performed deep RNA sequencing (RNA-seq) in MAMs isolated from micro-dissected lung metastases 11 days after tumor cell inoculation to gain unbiased insight into the global transcriptional program and to learn how MAMs may use this program to regulate metastatic growth in secondary organs.

## Methods

### Ethics statement and animal experiments

All procedures involving mice were conducted in accordance with National Institutes of Health regulations concerning the use and care of experimental animals and were approved by the Albert Einstein College of Medicine Animal Use Committee (animal protocol numbers: 20180202 and 20180205). Mice were housed and maintained in a barrier facility at the Albert Einstein College of Medicine and were kept on 12-hour light/dark cycle and had ad libitum access to chow and water. The number of animals used in each experiment is explained in figure legends. A total of 66 mice were used. No mice were excluded from analyses. All efforts were made to ameliorate harm to animals. Mice carrying lung metastases were terminated by cervical dislocation after anesthesia with isoflurane before showing signs of difficulty breathing. Anesthesia with isoflurane was also performed for intravital imaging as below.

C57BL6/J wild type (WT) mice were purchased from the Jackson Laboratory and were pooled together and were randomly assigned to the non-treated control group or the metastasis group. Lung metastases were induced by intravenous (iv) injection of 1 × 10 ^6^ E0771-LG cells ( Kitamura *et al.*, 2015) to the tail vein of syngenic C57BL6/J female mice (6–8 weeks old) and were analyzed on day 11. *Aif1* -/- mice were obtained by replacing all coding sequences with a modified LacZ gene in the 129SvEv background and were backcrossed into the C57BL6/J background for 14 generations by NS ( Casimiro *et al.*, 2013) and derived from his colony according to genotype.

For bone marrow transplantation (BMT), total bone marrow (BM) cells were extracted from 8–12 weeks old WT or *Aif1* -/- female donor mice from their femurs, tibiae and spine by grinding in a mortar. Red blood cells were removed by incubation with RBC Lysis Buffer (Biolegend 420301) for 5 min at 4°C prior to injections. Female WT recipient mice of 4–6 weeks old were irradiated with 10 Gy gamma rays split into two doses with a four-hour interval (Mark I-68A 137Cs irradiator from JL Shepherd and Associates, San Fernando, CA). The random allocation of mice to experimental group (WT vs *Aif1*-/-) was driven by Mendelian Inheritance. The mice were then iv injected with 1 × 10 ^7^ BM cells from one of the donors the next day. Five weeks after BMT, lung metastases were induced by iv injection of 1 × 10 ^6^ E0771-LG-luciferase-ZsGreen cells ( Zheng *et al.*, 2019), and the mice were analyzed on day 10 by *in vivo* imaging system (IVIS) and histology.

For IVIS imaging, mice were anesthetized with isoflurane (2% v/v with oxygen as the carrier gas) in an inhalation chamber (VetEquipt 911103) before retro-orbital injection with d-luciferin in PBS (GoldBio, LUCK-1G, 1.5 mg/100 µL/20 g mouse). Afterwards, the mice were imaged using IVIS Spectrum In Vivo Imaging System (Perkin Elmer) while the anesthesia was maintained in the imaging chamber. Photon flux (photon/second/cm ^2^/steradian) in the lung area was analyzed using Living Image Software (Perkin Elmer, v4.3.1; a possible free alternative is Aura Imaging Software from Spectral Instruments Imaging) and was expressed as relative values with respect to the lowest value in the WT group.

### Flow cytometry and cell sorting

Lungs were perfused with PBS through the right ventricle, and metastases (<1 mm in diameter) were dissected under a dissection microscope and pooled from 1–5 mice. The tissues were subsequently digested using an enzyme mix of Liberase DL (Sigma-Aldrich 5466202001, 0.52 U/mL), TL (Sigma-Aldrich 5401020001, 0.26 U/mL) and DNase I (Sigma-Aldrich DN25, 150 µg/mL) for 30 min at 37°C. For sorting for RNA-seq or qRT-PCR, transcription inhibitors alpha-amanitin (Sigma-Aldrich A2263, 5 µg/mL) and actinomycin D (Sigma-Aldrich A1410, 1 µg/mL) were also added to the digestion buffer. Flow cytometry was analyzed using a LSRII cytometer (BD Biosciences), and the data were analyzed using Flowjo software (TreeStar, v10; a possible free alternative is Flowing Software 2.5.1 from University of Turku). FACSAria II (BD Biosciences) and Moflo Astrios (Beckman Coulter) were used for sorting. Antibody information is found in Table 1. 

**Table 1.** Antibodies used for flow cytometry, immunofluorescence and immunohistochemistry.

Antibodies	Source	Identifier	Dilutions (µL/100 µL)
AIF1	Abcam	Cat# ab178847	0.3
Anti-rabbit-ImmPRESS-HRP	Vector Laboratories	Cat#MP-6401-15	Ready-to-use
Anti-rat-ImmPRESS-HRP	Vector Laboratories	Cat#MP-7444, RRID:AB_2336530	Ready-to-use
CD11B, FITC, clone M1/70	BD Biosciences	Cat# 561688, RRID:AB_10898180	0.5
CD11B, PE-Cy7, clone M1/70	BioLegend	Cat# 101215, RRID:AB_312798	0.5
CD11B, PE, clone M1/70	BD Biosciences	Cat# 561689, RRID:AB_10893803	0.5
CD11C, BUV395, clone HL3	BD Biosciences	Cat# 564080, RRID:AB_2738580	1
CD11C, FITC, clone HL3	BD Biosciences	Cat# 561045, RRID:AB_10562385	1
CD45, APC-Fire750, clone 30-F11	BioLegend	Cat# 103153, RRID:AB_2572115	0.8
CD45, APC, clone 30-F11	BD Biosciences	Cat# 559864, RRID:AB_398672	0.8
CD45, PerCP-Cy5.5, clone 30-F11	BD Biosciences	Cat# 550994, RRID:AB_394003	0.8
Donkey anti-rabbit, AF594	ThermoFisher	Cat# A-21207, RRID:AB_141637	0.3
Donkey anti-rat-biotin	Jackson ImmunoResearch	Cat# 712-065-153	0.2
Donkey anti-rat, AF488	ThermoFisher	Cat# A-21208, RRID:AB_2535794	0.3
F4/80, AF647, clone Cl:A3-1	Bio-Rad	Cat# MCA497A647, RRID:AB_323931	6
LY6C, BV421, clone AL-21	BD Biosciences	Cat# 562727, RRID:AB_2737748	0.5
MRC1, PE-Cy7, clone C068C2	BioLegend	Cat# 141719, RRID:AB_2562247	1
MRC1, PE, clone C068C2	Biolegend	Cat# 141705, RRID:AB_10896421	1
Streptavidin, AF488	Jackson ImmunoResearch	Cat# 016-540-084	0.2

### RNA isolation, qRT-PCR and RNA sequencing

Total RNAs were extracted using Picopure RNA Isolation kit (Arcturus KIT0202). RNA sequencing was performed at Beijing Genomic Institute, using the Ovation® RNA-Seq System V2 kit for library construction, pair-end 100 bp and Hiseq 4000, which generated 60–80M reads per sample. The reads were aligned to the mouse reference genome (GRCm38/mm10) using Tophat (v2.0.13) ( Kim *et al.*, 2013). Uniquely mapped reads were counted for each gene using htseq-count in the HTSeq package (v0.6.1) with gene models from UCSC RefGene ( Anders *et al.*, 2015). FPKM values were generated using Cufflinks (v2.2.1) ( Trapnell *et al.*, 2013). Differentially expressed genes were identified using DESeq2 ( Love *et al.*, 2014). For qRT-PCR, RNAs were reverse transcribed and amplified using QuantiTect® Whole Transcriptome (Qiagen 207043) before qPCR. Gene expression was normalized to *beta-actin*. Relative expression is calculated using the formula –ddCt, where Ct stands for threshold cycles. See Table 2 for Taqman gene expression assays.

**Table 2.** Information for the Taqman probes.

Gene	Taqman assay ID
Actb	Mm02619580_g1
Aif1	Mm01132451_g1
Ifi35	Mm01260550_g1
Ifit1	Mm00515153_m1
Ifitm2	Mm00850080_g1
Ifitm3	Mm00847057_s1
Ifnar2	Mm00494916_m1
Irf1	Mm01288580_m1
Irf9	Mm00492679_m1
Isg15	Mm01705338_s1
Stat1	Mm01257286_m1
Stat2	Mm00490880_m1
Tap1	Mm00443188_m1

### Unsupervised hierarchical clustering, Gene Ontology, canonical pathway enrichment and gene set enrichment analysis

For unsupervised hierarchical clustering, FPKM values were transformed by log2. Without prior grouping, genes of log2(mean of FPKMs) > 5 and standard deviation > 1.5 were used for clustering. The differentially expressed genes (Extended Data: Table 3 ( Zheng *et al.*, 2021)) were analyzed for gene ontology annotation using the DAVID software (v6.8) ( Huang *et al.*, 2009) and the canonical pathway analysis using QIAGEN Ingenuity Pathway Analysis (QIAGEN IPA, March 2017 release; a possible free alternative is DAVID v6.8) ( Krämer *et al.*, 2014). For gene set enrichment analysis (GSEA), the MAM gene expression data were pre-ranked by the false-discovery rate (FDR) values: for upregulated genes, -log2 (FDR + A); for downregulated genes, log2 (FDR + A), and A = minimal FDR value that is not 0. This pre-ranked gene list was then analyzed in GSEA to interrogate if the three gene sets associated with IFN-alpha treatment of human macrophages ( Greenwell-Wild *et al.*, 2009; Liu *et al.*, 2012; Tassiulas *et al.*, 2004) as indicated in Figure 1 showed significant enrichment. GSEA (v3.0) was used for the analysis ( Subramanian *et al.*, 2005).

**Figure 1.**
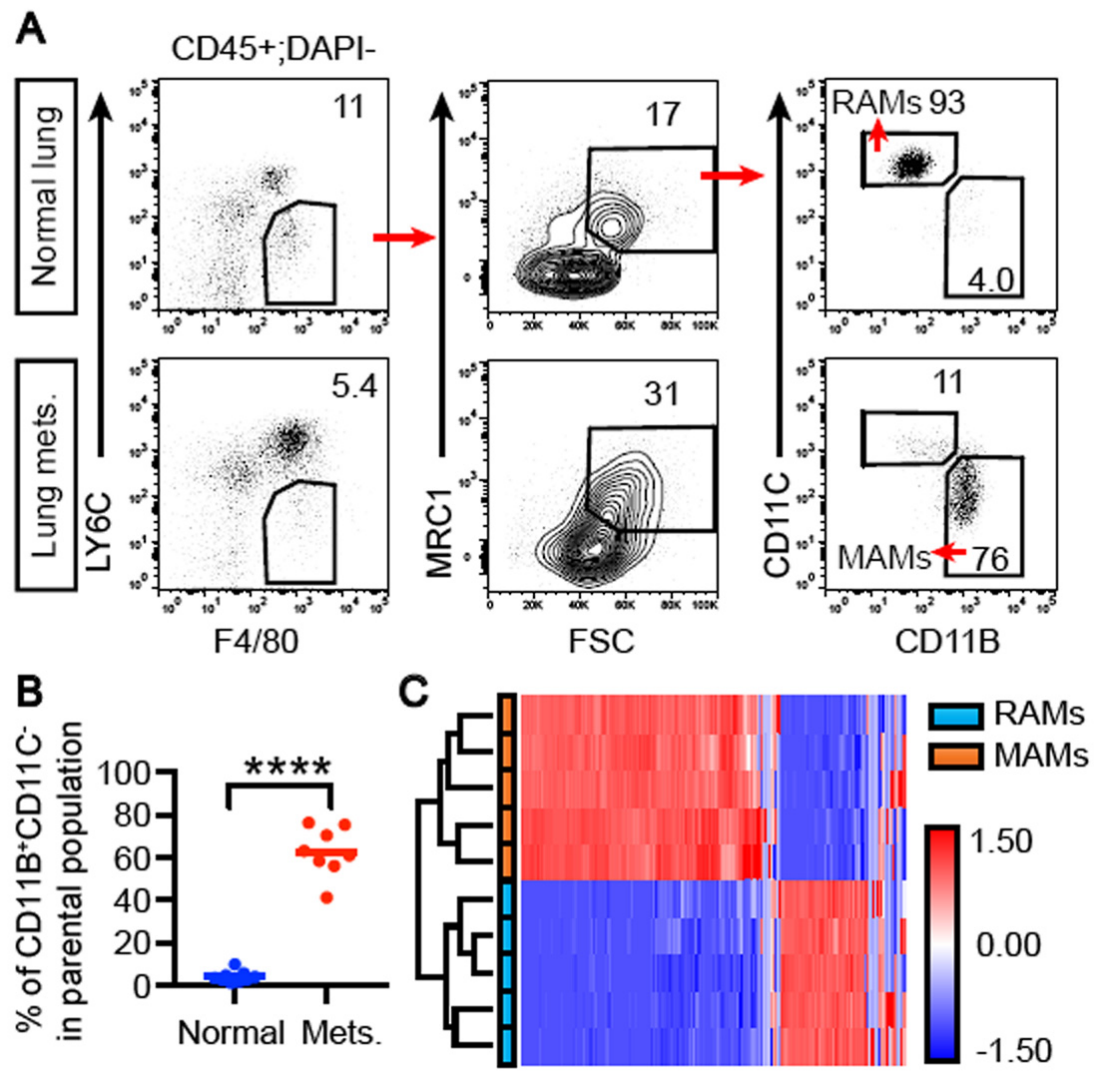
Metastasis-associated macrophages (MAMs) recruited to lung metastases express a distinct gene expression program. ( **A**) Gating strategy for isolating MAMs and resident alveolar macrophages (RAMs). Lung metastases (mets.) were induced by intravenous injection of E0771-LG cells, dissected and prepared for fluorescence-activated cell sorting (FACS) sorting for MAMs. RAMs from normal lungs were sorted similarly. ( **B**) Quantification of the CD11B ^+^CD11C ^-^ population in panel A. Pool of three independent experiments including one for the qRT-PCR analysis in Figure 2B. N = 9 control mice and eight metastases samples pooled from 18 mice in total. ****, p <0.0001. ( **C**) Sorted MAMs and RAMs were analyzed with RNA-sequencing, and the gene expression dataset was analyzed using unsupervised hierarchical clustering.

### Immunofluorescence and immunohistochemistry

Briefly, lungs were perfused with 1% w/v PFA through the right ventricle, inflated with 2% w/v agarose in PBS via the trachea (for frozen sections) or 1% w/v PFA (for paraffin sections), followed by immersion fixation in 4% w/v PFA for 1 hour at +4°C. For frozen embedding, the tissues were incubated in 25% w/v sucrose in PBS for 6 h or overnight before embedding in OCT Compound (Fisher HealthCare, 4585). Staining was performed in a similar manner to that previously published ( Zheng *et al.*, 2019). Briefly, 20-µm frozen sections or 5-µm paraffin sections of the lung were permeabilized with PBS containing 0.3% v/v Triton-X, blocked with PBS containing 0.3% v/v Triton-X, 5% v/v donkey serum, 0.05% w/v sodium azide and 0.2% w/v bovine serum albumin, and incubated with primary antibodies overnight. The sections were subsequently washed and incubated with secondary antibodies conjugated with fluorochromes or horseradish peroxidase (HRP). For HRP-conjugated secondary antibodies, the signal was visualized using ImmPACT® NovaRED® Substrate (Vector Laboratories, SK-4805). For F4/80 immunofluorescence, an additional amplification step using anti-rat-biotin and streptavidin-AF488 was performed. For antigen retrieval in immunohistochemistry of paraffin sections, Tris-EDTA (pH 9.0) (VWR, #K043) for AIF1 was used. See Table 1 for the antibody details.

Quantification of lung metastases was performed similarly as previously described ( Nielsen *et al.*, 2001). Briefly, paraffin sections were stained with hematoxylin and scanned with the High Capacity Slide Scanner PANNORAMIC 250 Flash III (3D Histech). Images were analyzed with Fiji (NIH, v2.0.0-rc-64/1.51s), using the Colour Deconvolution and Analyze Particles functions, to quantify the total area of lung metastases and the total lung area. Eighteen mice (nine in each group) were analyzed for histology of lung metastases.

### Statistical analysis

Each sample represents an individual mouse or pooled lung metastases obtained from 1–5 mice. Student’s t test or two-way ANOVA (for pooling of multiple experiments) were used. Statistical analyses were carried out with Graphpad Prism (version 7). For RNA-seq analysis, multiple hypothesis testing was adjusted using the Benjamini and Hochberg FDR method. Sample sizes were determined empirically.

## Results

### Gene expression profiling identifies strong activation of interferon signaling in MAMs

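RNA-seq compared macrophages sorted from lung metastases with macrophages sorted from normal lungs of C57BL6/J mice. Metastases were seeded by intravenous injection of E0771-LG cells, a mouse breast cancer line. MAMs were the CD11B+CD11C- macrophages of dissected metastases, and RAMs were the CD11B-CD11C+ alveolar macrophages of normal lungs. There were 5 MAM libraries and 5 RAM libraries. The paper states that metastases were pooled from 1 to 5 mice, and the sample records give 2 to 4 mice for each metastasis sample. The authors built the libraries with the Ovation RNA-Seq System, aligned paired reads to GRCm38 with Tophat and counted uniquely mapped reads on UCSC RefGene gene models with htseq-count. They deposited those counts without normalization, together with FPKM values from Cufflinks. The paper's text does not name a strand setting for the counting, so reads of overlapping and antisense genes cannot be assigned to a strand. Between 55391447 and 87523247 reads per MAM library were counted on genes, with a median of 66942988. In RAM libraries the counts on genes ran from 50746305 to 72150650, with a median of 52760267. The lines of each count file, those for unassigned reads included, summed to 131053712 in the smallest library and 201197753 in the largest. The paper gives 60M to 80M reads per sample, and whether the mates of a pair were counted separately is unclear. The values used here are the counts on genes. Counts were normalized by edgeR's TMM method over the 11571 genes with a mean FPKM of at least 1 in MAMs or in RAMs, and levels are given as CPM, which scale a gene's count to the normalized total of those genes in its library. No pair of replicate libraries within a group was identical.

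The genes of the sorting markers were examined first. Itgam, which encodes CD11B, had 6270 CPM in MAMs and 64.3 in RAMs, a log2 fold change of 6.61 (standard error 0.0868, adjusted p = 1.7e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itgax, which encodes CD11C, changed the other way, with a log2 fold change of -2.54 (standard error 0.131, adjusted p = 2.7e-10, same edgeR test and adjustment). The 5 libraries of one group did not overlap the 5 of the other for either gene. Ptprc, the gene of CD45, did not pass the threshold (log2 fold change -0.14, adjusted p = 0.0505 in the edgeR test), except under upper-quartile normalization, where it was at -0.30. Its libraries did not overlap, at 933 to 999 CPM in MAMs and 1038 to 1132 in RAMs (exact permutation test, two-sided, p = 0.00794). Adgre1, which encodes F4/80, was higher in MAMs by 0.37 on the log2 scale (adjusted p = 0.00438 in the edgeR test), but its groups overlapped, and under upper-quartile normalization the difference was 0.21 and did not pass the threshold. Mrc1 had a log2 fold change of -0.89, with 1412 CPM in MAMs and 2625 in RAMs. Ly6c1 and Ly6c2, near-identical copies, had 1.67 and 10.5 CPM in MAMs, at log2 fold changes of 3.78 and 6.14. Reads that match both copies would not map uniquely and would not be counted, so these values are uncertain. Among MAM libraries Ly6c1 ran from 0.183 to 5.19 CPM, highest in replicate 3, and it overlapped the RAM libraries. The difference in Ly6c1 did not pass the threshold with limma on log2(FPKM + 1), where it was 0.51, on log2(FPKM + 0.1), or with the replicate number as a block. Ptprc, Itgam and Mrc1 overlap other annotated genes, so their values are uncertain to that extent.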

To analyze the gene expression profiles of MAMs and RAMs, we dissected metastases from affected lungs 11 days after seeding and normal lungs before cell dissociation for fluorescence-activated cell sorting (FACS) sorting of MAMs and RAMs. Consistent with previous findings, ( Kitamura *et al.*, 2015; Qian *et al.*, 2009; Qian *et al.*, 2011), lung metastases were significantly enriched with the CD11B ^+^CD11C ^-^ subset of CD45 ^+^F4/80 ^+^LY6C ^-^MRC1 ^+^FSC ^high^ macrophages, as compared to the predominant CD11B ^-^CD11C ^+^ RAMs in normal lungs ( Figure 1A and 1B). RNA-seq of these two populations revealed distinct gene expression programs between the two, as unsupervised hierarchical clustering completely segregated the two populations ( Figure 1C).

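The libraries were clustered on log2(FPKM + 1) with Euclidean distance and complete linkage, over the 272 genes that passed the paper's limits on mean and standard deviation. The paper's text does not name a distance, a linkage or a pseudocount. All 5 MAM libraries fell on one branch and all 5 RAM libraries on the other. The mean distance between a MAM and a RAM library was 99.5, against 65.1 between libraries of the same group, a ratio of 1.53. Of the 126 ways to split 10 libraries into 5 and 5, none gave a larger ratio than the real split (exact permutation test, one-sided, p = 0.00794, the smallest p that 126 splits allow). Under the alternatives set beforehand the ratio ran from 1.44 to 6.28, highest with log2 CPM in place of FPKM. Of the 272 genes, 49 are under 200 bases long, and each of them was listed at 0 FPKM in at least 1 library.

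Of the 11571 genes tested, 6504 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A fold change over 2 in addition left 3511 differentially expressed genes, or 30.3% of those tested, with 1766 higher and 1745 lower in MAMs. In 3171 of them every library of one group lay above every library of the other. Such separation was seen in 5200 of all genes tested, where chance alone would give 0.794%. The count moved most under a test against a fold change of 2 itself, which left 2511 genes, and without any filter on low expression, which gave 4672. With counts scaled to library totals alone, without TMM factors, the lowest level among genes above 1000 CPM in the other group was 1.07% of it in RAMs and 0.920% in MAMs. The largest fold changes may be held down by such a level.

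**Figure D1:**
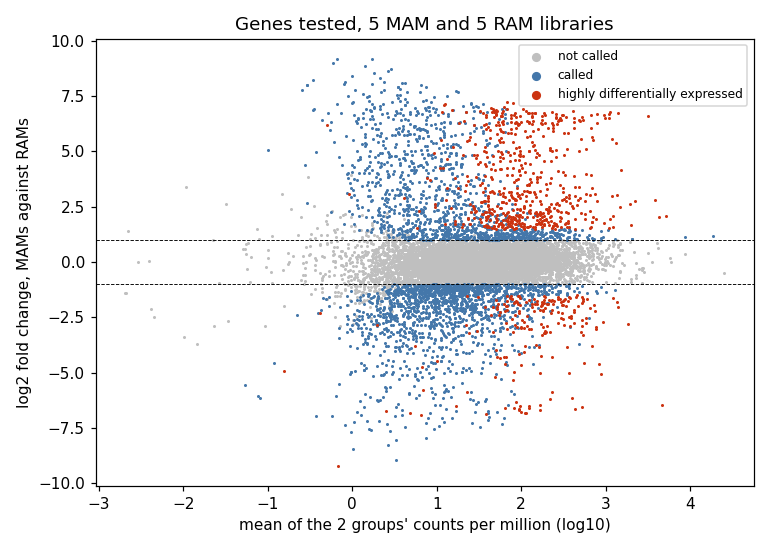
Log2 fold change of each of the 11571 genes tested (vertical axis, MAMs against RAMs) against the mean of the MAM and RAM levels (horizontal axis, log10 of CPM). Each point is 1 gene, grey where not differentially expressed, blue for differentially expressed genes and red for the 774 genes that also pass the stricter criteria. The dashed lines mark a log2 fold change of 1 in either direction.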

Gene Ontology annotation of the genes differentially expressed by MAMs showed enrichment for cellular responses to cytokine stimulus and reduction in lipid metabolism (Extended Data: Tables 1–3 ( Zheng *et al.*, 2021)). 

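Responses to cytokines and lipid metabolism were each examined with a gene list written for the purpose, since the members of the Gene Ontology terms were not used here. Of 50 cytokine response genes, 42 were higher in MAMs, and the median log2 fold change was 1.87. The number with an adjusted p under 0.05 was 46 over all genes tested and 46 adjusted over the list alone, and 35 were differentially expressed upward against 3 downward. As a set the list ranked above the other genes (adjusted p = 2.6e-19, limma's camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 16 lists). The mean of the list's log2 CPM was 7.43 ± 0.0783 (SD, n = 5) in MAMs and 5.03 ± 0.106 (SD, n = 5) in RAMs. The members with the largest changes were Ccl7 (6.77), Cxcl10 (6.33) and Ccl12 (6.32), on the log2 scale. Ccl7 and Ccl12 belong to a family of similar genes, and reads that match several of them would not be counted. Among the 3590 tested genes with a mean FPKM over 20 in MAMs, 26 of the 46 listed genes met the paper's stricter criteria for upregulation, against 576 of the whole (Fisher's exact test, one-sided, odds ratio 7.07, p = 3.0e-10).

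The lipid metabolism list moved in the opposite direction. Of 65 tested genes, 54 had an adjusted p under 0.05 over all genes and 54 adjusted over the list alone, with 14 higher and 40 lower in MAMs. The median log2 fold change was -1.001 (adjusted p = 7.0e-08, camera with the same adjustment). Differential expression was called for 33 genes downward and 13 upward, so the list was not lower throughout. Fabp1 (-6.80), Cidec (-6.67) and Mgll (-6.62) had the largest log2 fold changes. Fabp1 had 226 CPM in RAMs and 2.03 in MAMs, and Cidec had 328 and 3.23. Of the 31 listed genes with a mean FPKM over 40 in RAMs, 14 met the stricter criteria for downregulation, against 198 of 1621 genes overall (Fisher's exact test, one-sided, odds ratio 6.28, p = 4.2e-06). Among the alternatives that also gave a median log2 fold change, limma on log2(FPKM + 1) moved it most, to -0.79.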

To study the biological pathways enriched by the differentially expressed genes in more detail, we performed canonical pathway enrichment analysis using QIAGEN IPA (Extended Data: Table 4 ( Zheng *et al.*, 2021)). “Interferon (IFN) Signaling pathway” was the most enriched pathway and was predicted to be significantly activated ( Figure 2A). 

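The pathway was measured over the 30 genes drawn in Figure 2C, shaded or not. Of these, 27 were higher in MAMs. An adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was found for 28 genes over all genes tested and for 28 adjusted over the list alone, with 26 higher and 2 lower in MAMs. Because Figure 2C was shaded from the same libraries, the count over the list is not independent evidence. The median log2 fold change was 2.01, and the set stood above the other genes (adjusted p = 2.7e-24, limma's camera with preset correlation). The mean of the 30 genes' log2 CPM was 7.43 ± 0.0326 (SD, n = 5) in MAMs and 4.76 ± 0.0707 (SD, n = 5) in RAMs, with no overlap between the groups (exact permutation test, two-sided, p = 0.00794). Of the alternatives that also gave a median, upper-quartile normalization moved it most, to 1.85. Of the 25 drawn genes expressed above 20 FPKM in MAMs, 17 met the criteria the paper set for pathway analysis, against 576 of 3590 genes (Fisher's exact test, one-sided, odds ratio 11.4, p = 7.6e-09). Ingenuity Pathway Analysis itself was not run here.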

An independent qRT-PCR analysis of the genes in this pathway confirmed the upregulation of most of the genes ( Figure 2B and 2C). In addition, GSEA revealed that MAMs were strongly enriched for three independent gene sets obtained from IFN-alpha-treated human macrophages ( Figure 2D). These data suggest that increased expression of the pathway components indeed translates into the signaling output of the pathway. Together with the additional significantly altered pathways such as the NF-kappa B pathway and various interleukin pathways (Extended Data: Table 5 ( Zheng *et al.*, 2021)), these findings suggest that MAMs recruited to lung metastases have a profoundly different gene expression program from RAMs indictive of unique functional roles.

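The 3 gene sets from human macrophages were not used here. A list of 58 mouse genes induced by type I interferon was tested in their place. All 58 were higher in MAMs with an adjusted p under 0.05, both over all genes tested and adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 58, 56 were differentially expressed upward and none downward. Log2 fold changes ran from 0.52 to 7.22 with a median of 4.18 (adjusted p = 1.4e-94 for the list, limma's camera with preset correlation). The largest were in Ifi44 (7.22), Mx2 (6.95) and Rsad2 (6.69). Ifi44 had 134 CPM in MAMs and 0.886 in RAMs. Across libraries the list mean was 8.20 ± 0.114 (SD, n = 5) in MAMs and 4.04 ± 0.0734 (SD, n = 5) in RAMs on the log2 scale. Without the genes drawn in Figure 2C, the remaining 45 genes had a median of 4.42. Ranked by the score the paper gives for its gene set enrichment analysis, the list had a normalized enrichment score of 2.75 (adjusted p = 1.0e-26, fgsea with Benjamini-Hochberg adjustment). Of 56 listed genes above 20 FPKM in MAMs, 54 met the stricter criteria (Fisher's exact test, one-sided, odds ratio 156, p = 1.6e-41).

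The camera calls for the Figure 2C genes, the type I interferon list, the cytokine response list and the lipid metabolism list held both under fry and with the correlation estimated from the data. With the estimated correlation the adjusted p were 9.7e-05, 8.6e-04, 5.7e-04 and 0.00504 in that order (limma's camera). The estimate for the type I interferon list was 0.319, far above the preset 0.01, so its p with the preset value is much too small. The paper proposes that the higher expression of pathway components translates into signaling output.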

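Of 52 genes in a list for the NF-kappa B pathway, 42 were higher in MAMs, but most changes were small, with a median log2 fold change of 0.56. An adjusted p under 0.05 was reached by 39 genes over all genes tested and by 43 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Differential expression was called for 13 upward and 3 downward. The largest rises were in Tlr1 (6.60), Cd40 (6.39) and Traf1 (6.28). As a set the list passed camera with a preset correlation (adjusted p = 2.6e-04, limma) and fry, but not camera with the correlation estimated from the data (adjusted p = 0.0553, limma). Over the alternatives the adjusted p ran from 4.0e-08 under fry to that value. Of 29 listed genes expressed above 20 FPKM in MAMs, 9 met the stricter criteria for upregulation (Fisher's exact test, one-sided, odds ratio 2.38, p = 0.0326).

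Interleukins and their receptors were taken by symbol, and 35 of the 83 such genes could be tested. They went both ways, with 16 differentially expressed upward and 9 downward. The median log2 fold change was 0.92 (adjusted p = 0.0136, limma's camera with preset correlation). For 27 genes the adjusted p was under 0.05 over all genes tested, and for 27 adjusted over the list alone. This list passed fry, but not camera with an estimated correlation (adjusted p = 0.0553, limma), nor the ranking by the paper's score (adjusted p = 0.107, fgsea). Over the alternatives the adjusted p ran from 1.8e-07 under fry to the value from fgsea. Il21r (6.59) and Il7r (6.53) rose most. Il17d had at most 1 count in any MAM library and 52 to 190 counts in RAM libraries, and the median of the list was the same with Il17d set to the bound that 3 counts allow. Of 16 interleukin genes above 20 FPKM in MAMs, 8 met the stricter criteria (Fisher's exact test, one-sided, odds ratio 5.29, p = 0.00162).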

**Figure 2.**
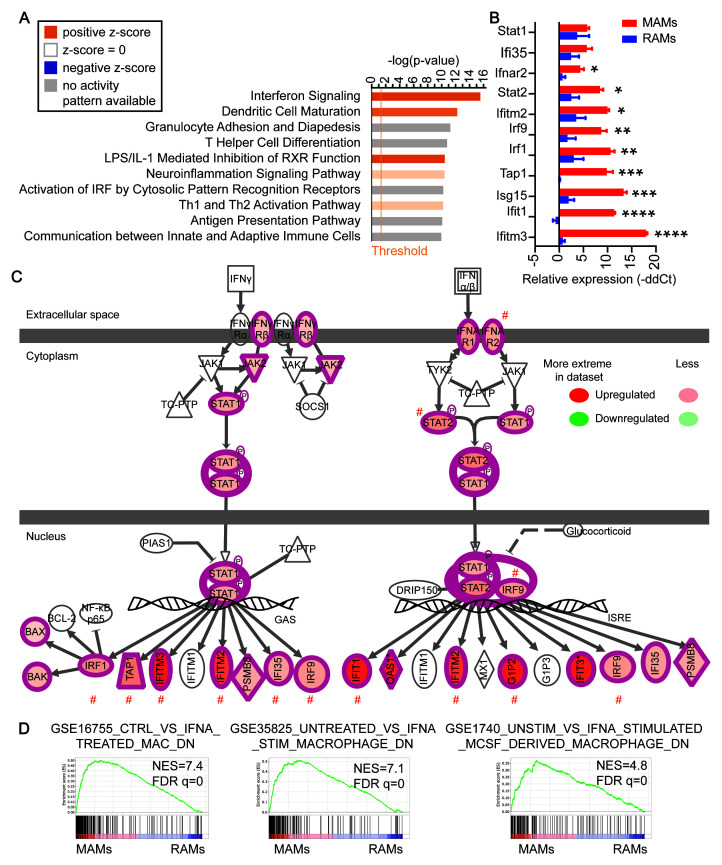
Activation of the interferon pathway in metastasis-associated macrophages (MAMs). ( **A**) Top 10 canonical pathways enriched by the differentially expressed genes in MAMs as analyzed using Ingenuity Pathway Analysis (IPA). ( **B**) qRT-PCR analysis of resident alveolar macrophages (RAMs) and MAMs for genes in the Interferon Signaling pathway. Mean +/- standard error of the mean N = 3 control mice and three lung metastasis samples pooled from eight mice. ****, p < 0.0001; ***, p < 0.001; **, p < 0.01; *, p <0.05. ( **C**) Schematic representation of the activation of the Interferon Signaling pathway. Shades of redness indicate the extent of upregulation as detected by the RNA-sequencing. #, significantly upregulated genes as validated in panel B are marked here. ( **D**) Gene set enrichment analysis showed enrichments of three gene sets from IFN-alpha-treated human macrophages in MAMs, indicating a strong interferon signature in MAMs compared to RAMs.

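All 19 genes shaded in Figure 2C were differentially expressed upward in MAMs, and 16 of them met the paper's stricter criteria. Under upper-quartile normalization Bax was at a log2 fold change of 0.96, under the 2-fold limit, and Bak1 at 1.44, under the stricter limit of 1.5. The largest change among the shaded genes was in Ifitm3, with 2153 CPM in MAMs and 23.8 in RAMs and a log2 fold change of 6.50 (standard error 0.0851, adjusted p = 1.7e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifit1 (6.38), Isg15 (6.26), Ifit3 (6.17) and Ifitm2 (5.11) followed, on the log2 scale, then Oas1a (3.94) and Tap1 (3.10). The transcription factors Stat2, Irf1 and Irf9 rose by 2.76, 2.36 and 2.10. The receptor chains Ifnar1 and Ifnar2 rose by 2.15 and 1.88. Ifi35 (1.83), Psmb8 (1.74) and Bak1 (1.60) were also above 1.5, whereas Jak2 (1.36), Ifngr2 (1.34) and Bax (1.12) were not. The standard errors of the shaded genes named here lay between 0.0785 for Ifnar2 and 0.199 for Ifitm2.

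Of the 11 genes drawn without shading, 4 were also differentially expressed upward. Mx1 had a log2 fold change of 6.56 (standard error 0.135, adjusted p = 8.6e-15 in the edgeR test) and a mean FPKM of 162 in MAMs. Ifitm1 (6.01), Bcl2 (3.97) and Socs1 (3.13) were at a mean FPKM under 20 in MAMs. With a library left out, the log2 fold change of Socs1 ran from 2.82 to 4.45. RAM replicate 3 held 126 Socs1 counts, against 2 to 37 in the other RAM libraries. Jak1 rose by 0.60 and Ptpn2 by 0.48, and Pias1 by 0.28, which did not pass the threshold under upper-quartile normalization (0.12). Ptpn2 did not pass it with limma on log2(FPKM + 1), at 0.31, or on log2(FPKM + 0.1). Rela did not differ (0.23, adjusted p = 0.0825 in the edgeR test), except without MAM replicate 2 (0.29). Ifngr1 did not differ either (-0.11, adjusted p = 0.281 in the edgeR test), except under upper-quartile normalization (-0.27). Tyk2 (-0.38) and Med14 (-0.33) were lower in MAMs. The values of the Ifit, Ifitm, Oas and Mx genes are uncertain where reads matched similar copies, since reads that did not map uniquely were not counted. Those of Ifnar2, Irf1, Irf9, Bax, Bak1, Tap1, Ifitm2, Psmb8, Ifi35, Jak1, Tyk2 and Bcl2 are uncertain where reads came from an overlapping gene.

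**Figure D2:**
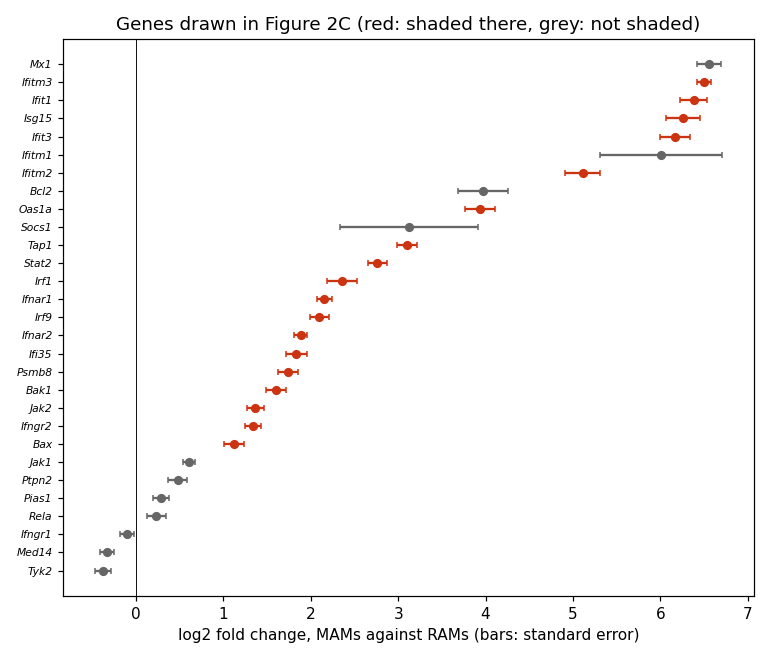
Log2 fold change of MAMs against RAMs (horizontal axis) for genes drawn in Figure 2C (vertical axis), 5 libraries per group. Points are the fitted values and bars their approximate standard errors, derived from the test's F statistic. Red marks genes shaded in Figure 2C and grey the others. Mx1 lies highest at 6.56 and Tyk2 lowest at -0.38.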

### AIF1 expression indicates MAM activation but is dispensable for regulation of lung metastases

To study if and how genes differentially expressed by MAMs may regulate lung metastasis, we focused on *Aif1*. It is one of the most upregulated genes (Log _2_(fold change)>6, Extended Data: Table 3 ( Zheng *et al.*, 2021)) and is in two significantly enriched gene sets that are relevant to the current study – “response to interferon-gamma” and “leukocyte chemotaxis” (Extended Data: Table 4 ( Zheng *et al.*, 2021), GO:0034341 and GO:0030595). 

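Aif1 (ENSMUSG00000024397.14) lies on chromosome 17 of GRCm38 from 35170991 to 35176068 on the minus strand, in the GENCODE annotation. It has 8 exons, its longest transcript is 875 bases long, and no other annotated gene overlaps it. The 5 MAM libraries held between 6850 and 13653 Aif1 counts and the 5 RAM libraries between 92 and 161. Normalized for library size, Aif1 was at 185 ± 37.3 CPM in MAMs (SD, n = 5) and 2.47 ± 0.562 in RAMs (SD, n = 5). The log2 fold change was 6.23 (standard error 0.197, adjusted p = 1.0e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each MAM library lay above each RAM library (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 against 5 allow). With each library left out in turn, the log2 fold change stayed between 6.14 and 6.36. On log2(FPKM + 1) with limma it was 5.97, the lowest of the alternatives, and on log2(FPKM + 0.1) it was 6.38. The deposited FPKM values averaged 230 in MAMs and 2.72 in RAMs. Aif1 ranked 96th by log2 fold change among the 576 highly upregulated genes, of which 115 had a log2 fold change above 6. It ranked 31st with limma on log2(FPKM + 1) and 45th on log2(FPKM + 0.1), and between 77th and 107th with a library left out. Without TMM factors, the Aif1 level in RAMs was 1.55% of that in MAMs, near the lowest levels of about 1% given above. Its fold change may therefore be held down. In a fit chosen after seeing the data, 1% of the other group's level was subtracted. The log2 fold change was then 7.76 and the rank 95th.

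Lists were also tested for both annotations the paper names. Of 25 tested genes in a list of interferon-gamma responses, all were higher in MAMs. In that list 23 passed an adjusted p of 0.05 over all genes and 24 adjusted over the list alone, with a median log2 fold change of 3.75 (adjusted p = 7.5e-15, limma's camera with preset correlation). With the correlation estimated from the data the adjusted p of this list was 0.0570. For chemotaxis, 36 chemokine and chemokine receptor genes were tested, of which 25 were differentially expressed upward and 5 downward, with a median of 4.76 (adjusted p = 1.1e-11, limma's camera). Among them 32 passed over all genes and 32 adjusted over the list alone. The median was the same with the 1 chemokine gene at or under 3 counts in every library of a group set to its bound.

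**Figure D3:**
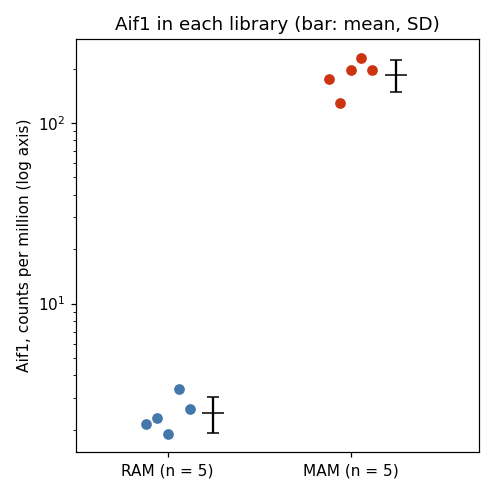
Aif1 in CPM (vertical axis, log scale) in each RAM and MAM library (horizontal axis). Points are single libraries, and the bars beside them give the mean and SD of 5 libraries; RAM libraries lie between 1.90 and 3.36 and MAM libraries between 128 and 230.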

AIF1 is an intracellular calcium-binding and IFN-gamma-inducible protein mostly expressed in the monocyte/macrophage lineage ( Zhao *et al.*, 2013). It integrates various inflammatory stimuli, supports production of particular cytokines, and is critical for survival and pro-inflammatory activity of macrophages ( Chinnasamy *et al.*, 2015; Zhao *et al.*, 2013). We verified with an independent qRT-PCR assay the dramatic upregulation of the *Aif1* transcript in MAMs ( Figure 3A). This finding was also corroborated by immunofluorescent staining for the AIF1 protein, which showed that approximately 40% of macrophages within metastatic nodules robustly expressed AIF1, whereas little was detected in RAMs in the normal lung ( Figure 3B and 3C).

**Figure 3.**
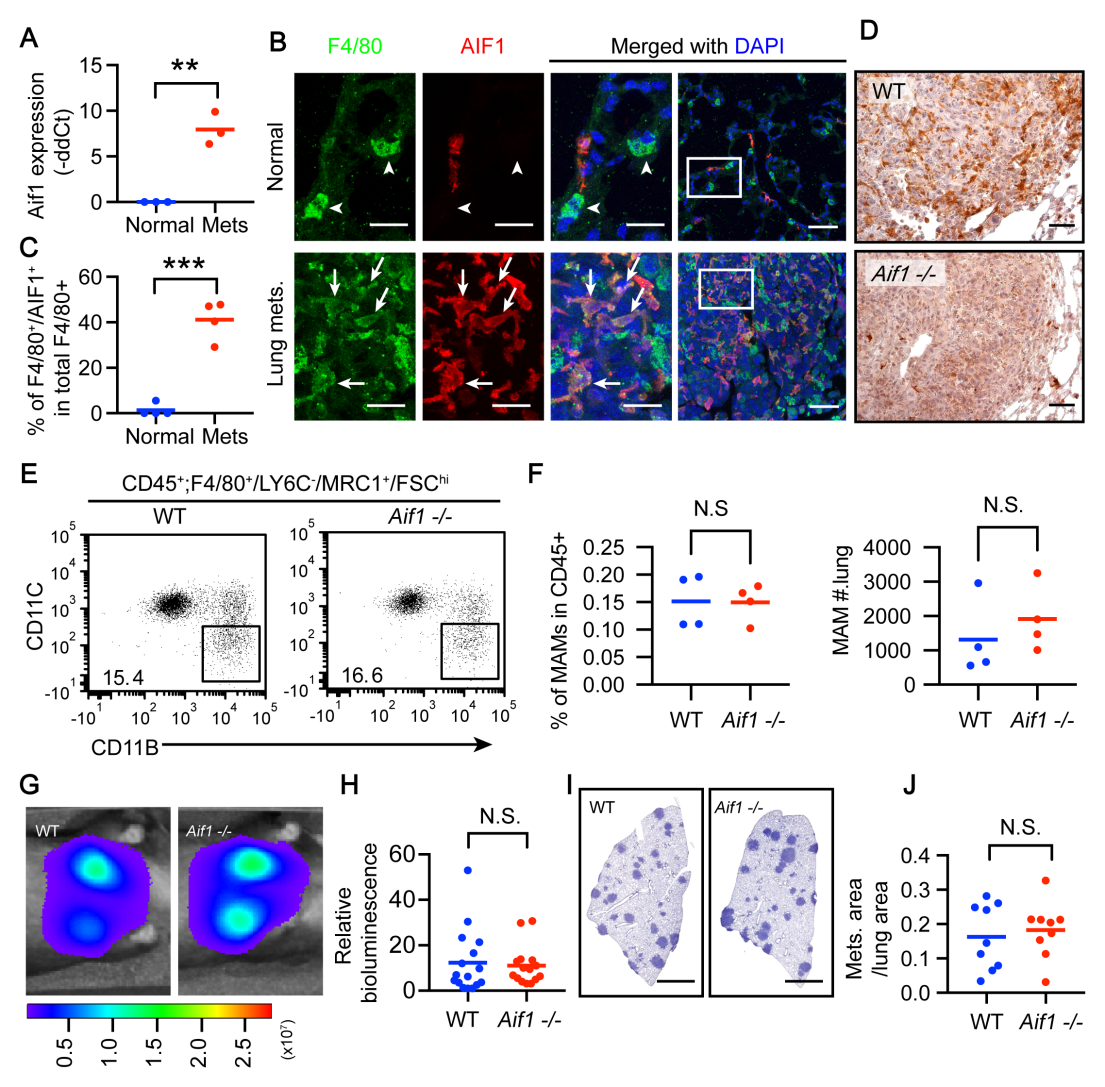
AIF expression is induced in metastasis-associated macrophages (MAMs) but is dispensable for regulation of metastatic growth in the lung. ( **A**) qRT-PCR analysis of *Aif1* in resident alveolar macrophages (RAMs) and MAMs. The same mice and samples were used as in Figure 2B. **, p <0.01. ( **B**) Immunofluorescent staining of lung sections from normal mice and mice bearing lung metastases induced by E0771-LG intravenous (iv) injection. Arrowheads, F4/80 ^+^ macrophages negative for AIF1. Arrows, F4/80 ^+^ macrophages positive for AIF1. White boxes in column 4 are magnified in columns 1–3. Scale bars = 20 µm in columns 1-3 and 50 µm in column 4. ( **C**) Quantification of F4/80 ^+^AIF1 ^+^ cells in total F4/80 ^+^ cells in panel B. N = 4 control mice and 4 metastasis-bearing mice. ***, p < 0.001. ( **D**) Immunohistochemistry for AIF1 of the lung sections from panel F. Dark brown indicates the positive signal. Scale bars = 50 µm. ( **E**) Lethally irradiated wild-type (WT) recipient mice that received bone marrow transplantation from WT or *Aif1* -/- mice were injected iv with E0771-LG. Total lung cells were analyzed for MAM recruitment to lung metastases 10 days after the injection. ( **F**) Quantification of panel E. N = 4 mice in each group. ( **G**) The mice in panel E and additional mice with the same treatments were also analyzed for metastatic growth using *in vivo* imaging system imaging. ( **H**) Quantification of the bioluminescent signal from panel G. Pool of two experiments. Total N = 16 WT mice and 15 *Aif1* -/- mice pooled from two independent experiments. N.S., not significant. ( **I**) Hematoxylin staining of lung sections from mice in panel G. Scale bars = 500 µm. ( **J**) Quantification of the total area of metastatic nodules per mouse normalized to total lung area in panel F. N = 9 mice in each group pooled from two independent experiments. N.S., not significant.

Next, we tested if induction of AIF1 in MAMs is required for promoting metastatic growth in the lung. To restrict *Aif1* gene ablation to the hematopoietic lineage, we performed a bone marrow transplantation assay in which the bone marrow of *Aif1* -/- donor mice ( Casimiro *et al.*, 2013) was transplanted into WT recipient mice. Lung metastases were induced in these mice for comparison with WT-to-WT recipient mice. The efficiency of BM engraftment of *Aif1* ^-/-^ cells is confirmed by the marked decrease of AIF1+ cells in the lung metastases ( Figure 3D). However, *Aif1* deficiency did not impair MAM recruitment to lung metastases ( Figure 3E and F). Nor did it affect the MAM function in regulation of metastatic growth, as evaluated by both bioluminescence and histology ( Figure 3G–J). Together, these data suggest that AIF1 indicates MAM activation, but its expression by MAMs is dispensable for regulation of metastasis.

## Discussion

In this study, we profiled the transcriptome of MAMs by deep RNA-seq and identified a distinct expression program that are indicative of important metastasis-regulatory functions.

IFN signaling has been shown to have anti-metastatic effects via inhibition of epithelial-to-mesenchymal transition of tumor cells, angiogenesis, intravasation, survival in the circulation, homing to target tissues, and extravasation ( Ortiz & Fuchs, 2017). The effects of IFN treatment on MAMs with respect to regulation of metastasis are, however, unknown. Given that ablation of MAMs or inhibition of MAM recruitment suppressed metastatic growth in multiple models ( Lu & Kang, 2009; Nielsen *et al.*, 2016; Qian *et al.*, 2011; Qian *et al.*, 2009), it is plausible that activation of IFN signaling promotes the pro-metastatic activity of MAMs, which may therefore limit the favorable effects of IFN-alpha treatment for patients of metastatic diseases ( Eggermont *et al.*, 2014). In support of this hypothesis, STAT1, an essential signaling molecule of the IFN pathway, is found to be induced in TAMs and mediate suppression of T cell response ( Kusmartsev & Gabrilovich, 2005). It has been suggested that the difficulty to target the right IFNs at the right dose in the right type of cells might underlie the basis for the limited therapeutic effects of IFNs ( Dunn *et al.*, 2006). It is thus interesting to determine in future work if macrophage-specific inactivation of IFN signaling inhibits development of metastasis, and more importantly if MAM-targeting will improve IFN therapy and immunotherapy.

Despite robust induction of the interferon-inducible gene *Aif1* in MAMs, we did not see an effect of AIF1 deficiency on development of lung metastases. Although we cannot rule out the possibility that the residual host-derived *Aif1* WT BM cells may be sufficient to rescue the impaired function of *Aif1*-/- cells (if any), it is a less likely event given the magnitude of reduction of AIF1-expressing cells. Another possible reason is that AIF1 may play opposite roles in different cell types, and thus the constitutive gene deletion may result in a counterbalance. Since bone marrow transplantation has restricted the effects to the hematopoietic lineage, and *Aif1* is highly expressed by monocytes/macrophages ( Zhao *et al.*, 2013), the possibility of counterbalancing is minimal. Nevertheless, a macrophage-specific deletion of *Aif1* in future studies will clarify this issue. A similar strong correlation of AIF1-expressing macrophages/microglial cells with malignancy has been previously observed for human gliomas ( Deininger *et al.*, 2000). Another study shows that AIF1 is expressed by brain-infiltrating myeloid cells that enhance metastatic growth by promoting proliferation and reducing apoptosis of tumor cells ( Zhang *et al.*, 2015). Functional testing in neither study has been attempted. It is thus interesting to determine whether AIF1 expression in macrophages or microglia plays a functional role in these settings or serves as a marker that indicates cell reprogramming in the tumor microenvironment, as identified in our study.

It is interesting to see if the mouse data can extend to the human setting. However, samples of patient lung metastases are not readily accessible. Comparison with human TAMs at the primary site ( Cassetta *et al.*, 2019) reveals that some general pathways are shared between human TAMs and mouse MAMs, such as cytokine production and leukocyte activation. However, there are also specific effects. For example, the IFN pathway activation only exists in mouse MAMs. Organ-specific effects are not surprising, as tumor cells are under different selective pressures, and the contextual cues in the microenvironment that affect tumor-regulating stromal cells are also distinct ( Joyce & Pollard, 2009; Nguyen *et al.*, 2009). The latter notion is exemplified by two recent findings. First, while DKK1 expressed by cancer cells inhibits lung metastasis, it promotes bone metastasis due to the respective non-canonical and canonical WNT signaling in these two organs ( Zhuang *et al.*, 2017). Second, an atypical type of large platelets accumulate only in lung metastases but not in mammary tumors. Only those accumulated in lung metastases but not circulating ones express high levels of cytokines, which regulate a variety of myeloid cell functions ( Zheng *et al.*, 2019).

In conclusion, we have identified a distinct gene expression program in MAMs that include strong activation of the IFN pathway and AIF1. Since cancer cells at metastatic sites benefit from these recruited MAMs, the gene expression profile revealed in this study can provide an important platform to uncover novel mechanisms and potential therapeutic targets that are essential for MAMs to promote metastatic growth. 

## Data availability

### Underlying data

Gene Expression Omnibus: RNA-seq data on NCBI Gene Expression Omnibus. Accession number GSE124933; https://identifiers.org/geo:GSE124933.

Open Science Framework: Raw data for "Induction of interferon signaling and allograft inflammatory factor 1 in macrophages in a mouse model of breast cancer metastases". 10.17605/OSF.IO/42T98 ( Zheng, 2021).

This project contains the following underlying data:

- Fig. 1A and B: FCS files for the FACS data and the values for the graph in panel B in XLSX format.
- Fig. 2B: ddCt values for the qPCR analysis of the IFN pathway.
- Fig. 3A: Ct values for the *Aif1* qPCR analysis.
- Fig. 3B and C: Raw images of the fluorescence and values for the graph.
- Fig. 3D: Raw images for AIF1 immunohistochemistry.
- Fig. 3E and F: Raw FCS files for the flow cytometric analysis and values for the graph.
- Fig. 3G and H: Raw IVIS images and values for the graph.
- Fig. 3I and J: Raw images for histological evaluation of lung metastases and values for the graph.

Data are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication).

### Extended data

Figshare: Extended Data Tables for "Induction of interferon signaling and allograft inflammatory factor 1 in macrophages in a mouse model of breast cancer metastases". https://doi.org/10.6084/m9.figshare.13567940.v1 ( Zheng *et al.*, 2021).

This project contains the following extended data:

1. **Extended Data Table 1:** **Fragments per kilobase of transcript per million mapped reads (FPKM) values of MAMs and RAMs.** Uniquely mapped reads were counted for each gene using htseq-count in the HTSeq package (v0.6.1) with gene models from UCSC RefGene.

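Not every zero in the deposited FPKM table is a gene without reads. The count files list 24538 genes and the FPKM table 24460. For 13 genes the FPKM value was 0 in at least 1 library although every library had more than 100 counts on the gene. Among them Lyz2, a macrophage gene chosen here after its values were seen, was listed at 0 FPKM in 1 library while no library had fewer than 883281 counts on it. Rn45s, also chosen after its values were seen, was at 0 FPKM in all 10 libraries and took 13.3% ± 0.985 of the gene counts in MAMs (SD, n = 5) and 14.0% ± 0.978 in RAMs (SD, n = 5). High FPKM values could also come from few counts on very short genes. Mir6385, again chosen after its values were seen, reached 1365620 FPKM with no more than 589 counts in any library, and was at 0 FPKM in 5 libraries. FPKM values were used only to choose genes and to cluster libraries, and in the alternatives fitted to log2(FPKM).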

2. **Extended Data Table 2: Differentially expressed genes as identified using DEseq2.** Mean FPKM values < 1 in both groups under comparison were excluded from differential expression analysis. Fold change >2, FDR < 0.05.
3. **Extended Data Table 3: Highly differentially expressed genes for IPA analysis.** This gene set is obtained with the intersection of Extended Data Table 1 and 2, which is subsequently applied with the following more stringent criteria: log2 (fold change) > 1.5, FDR < 0.03; for upregulated genes, mean FPKMs of MAMs > 20; for downregulated genes, mean FPKMs of RAMs > 40.

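With the criteria listed for pathway analysis, 774 genes were highly differentially expressed, 576 upward and 198 downward, and in 772 of them the MAM and RAM libraries did not overlap. Under the alternatives the number ran from 751 with upper-quartile normalization to 781 without a filter on low expression. Of the 774 genes, 7 carry symbols of microRNAs or other small RNAs. The 10 largest upward changes were in Ifi44, Iigp1, Ramp3, Ccl8, Serpinb2, Mx2, Timd4, Cd5l, Tarm1 and Kcnn4, with log2 fold changes from 7.22 down to 6.86. Timd4 ran from 40.3 to 272 CPM among the MAM libraries and Serpinb2 from 37.7 to 204.9, and neither overlapped the RAM libraries. Ramp3, Serpinb2, Tarm1, Wfdc10 and Slc6a4 overlap other annotated genes, and Ccl8 and Mx2 have similar copies, so their values are uncertain for that reason. With limma on log2(FPKM + 1) the log2 fold change was 4.85 for Ifi44 and 5.05 for Iigp1.

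In the downward direction, Wfdc10 (-6.93), Epcam (-6.88), Lepr (-6.83), Fabp1, Perp (-6.77), Cidec and Slc6a4 (-6.67) were among the 10 lowest. Epcam had 76.8 CPM in RAMs and 0.652 in MAMs, a difference larger than the spread between libraries (adjusted p = 1.9e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 10 lowest also included the small RNA genes Mir764, Gm22650 and Snora35, all of which lie inside Htr2c (a gene named after its values were seen) in the annotation, so their reads cannot be told from those of Htr2c. Mir764 had no counts in MAMs and was at least 24.0-fold lower there, taking 3 counts as the limit that a count of 0 allows. With limma on log2(FPKM + 1), or on log2(FPKM + 0.1), Mir764 and Gm22650 did not pass the threshold.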

4. **Extended Data Table 4: Gene Ontology annotation of the highly differentially expressed genes.** Upregulated and downregulated genes from Extended Data Table 3 were analyzed by the GOBP5 analysis of DAVID Bioinformatics Resources.
5. **Extended Data Table 5: Canonical Pathways in IPA enriched by the differentially expressed genes in MAMs.** Output for the Canonical Pathways in IPA using the highly differentially expressed genes from Extended Data Table 3.

Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0).

How the deposited data were processed for this re-analysis (not part of the article)

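RNA was sequenced from 5 samples of MAMs sorted from lung metastases and 5 samples of RAMs sorted from normal lungs. The authors aligned the reads to GRCm38 with Tophat, counted uniquely mapped reads per gene with htseq-count on UCSC RefGene models and deposited 1 table of whole-number counts per library. The authors also deposited FPKM values per gene and library, which Cufflinks scales by transcript length and by mapped fragments. Tophat, htseq-count and Cufflinks were run by the authors, and their output was used as it stands. Libraries were assigned to MAMs or RAMs from the sample records and the paper, which give the same sorting markers. Every column of the FPKM table was matched to a library by its title.

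Lines that name no gene were left out of library sizes and tests. They held 56.5% ± 1.65 of all lines in MAMs (SD, n = 5) and 63.2% ± 0.898 in RAMs (SD, n = 5). The largest part was reads outside annotated genes, 40.7% in MAMs and 49.8% in RAMs, and most of the rest was reads that did not map uniquely, 15.3% and 13.0%. Counts on genes ran from 50746305 to 87523247 per library. A count of 0 in a library allows up to 3 counts. This limit covers counting error only, and reads without molecular identifiers are not independent molecules. The factors of the TMM normalization lay between 0.897 and 0.943 in MAMs and between 1.07 and 1.10 in RAMs.

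Genes were tested where the mean FPKM was at least 1 in either group, which left 11571 genes. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) of MAMs against RAMs with TMM normalization, without other covariates, and Benjamini-Hochberg adjustment. Each standard error was derived as the absolute log2 fold change divided by the square root of the test's F statistic, so it is approximate. A prior count of 2 was used for log2 CPM. A gene was differentially expressed with a fold change over 2 and an adjusted p under 0.05. It was highly differentially expressed with an absolute log2 fold change over 1.5, an adjusted p under 0.03, and a mean FPKM over 20 in MAMs when higher or over 40 in RAMs when lower. These thresholds are the paper's. The paper used DESeq2, which was an alternative here (DESeq2 1.42.0). Gene lists were tested with limma's camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over 16 lists, and overlaps with Fisher's exact test, 7 in all. The paper's score for ranked enrichment was used with fgsea 1.28.0. Libraries were clustered on genes with log2(mean FPKM) over 5 and a standard deviation over 1.5. Gene positions came from GENCODE M21 on GRCm38, the build the authors used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

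The tests, thresholds, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Genes were named if the paper names them for expression, if they were among the 10 highest or 10 lowest log2 fold changes of highly differentially expressed genes with no overlap between groups, or if they were among the 3 largest changes of a gene list. The most abundant genes of lists for cell types were also named. Any other gene is given as chosen after its values were seen. The lists came from general knowledge, except the genes of Figure 2C and Table 2, the sorting markers and the genes the Introduction names. Interleukin, chemokine, MHC and interferon genes were taken by symbol. Beside the lists at the paper's claims there were lists for MHC genes, proliferation, tissue dissociation, alveolar and interstitial macrophages, monocytes, dendritic cells, epithelial and tumour cells, lung epithelium, lymphocytes, neutrophils, stroma and erythrocytes. Their results are in the observations that follow. A list of genes that tell the sexes apart was written and not used. Of the genes in Table 2, the reference gene Actb had a log2 fold change of 0.35. It was 0.18 under upper-quartile normalization, where it passed the threshold, and did not pass it under 2 other alternatives.

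The alternatives were DESeq2 with and without moderated fold changes, RLE and upper-quartile scaling, edgeR's own filter, no filter, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a test against a fold change of 2, and each library left out in turn. For lists, camera with an estimated correlation, fry and ranked enrichment were added, and for clustering other linkages, distances, scalings, pseudocounts and gene filters. Fits that subtracted 1% of the other group's level, or left out genes with a mean count under 10 in both groups, were chosen after seeing the data. So were limma on log2 CPM for 3 genes, sums of cell type lists without their most abundant gene, and the interferon list without similar or overlapping genes.

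The differential expression tests, camera and the search for a lowest common level were tested on simulated data with known answers, drawn from the means and library sizes of the real genes. With 200 of 11570 genes changed, edgeR recovered 91% with 3 false calls, DESeq2 92% with 10, limma 91% with 3 and edgeR with a replicate block 87% with 1. Camera (limma) found a changed list of 30 genes and called 0% of 200 unchanged lists at an unadjusted p under 0.05. The simulated genes were drawn independently, so this does not test camera on lists of correlated genes. In the real data the estimated correlation ran from -0.00500 for the dissociation list to 0.539 for the interferon-gamma list. For the search for a lowest common level, genes with the lowest shares of the other group's level were first set to 0. The 0% that the search returned where no reads were mixed was thus fixed in advance. It does not show whether low true expression could give such a level. Where 1% was mixed in, the search returned 0.879% for RAM libraries and 0.986% for MAM libraries.

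The qRT-PCR, staining and transplantation experiments, Ingenuity Pathway Analysis, Gene Ontology annotation, the human gene sets and the Extended Data tables were not analysed here. The single result of 1 gene is not reported here. The 78 genes in the count files that the FPKM table lacks could not pass the FPKM filter and were not tested.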

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

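No test in this part was chosen after the result was seen. For each named gene, each list mean and 4 measures of the libraries, the highest and the lowest library of a group were compared with the other libraries of that group. A library stood out where its gap to the nearest other library, divided by the range of the group on the log2 scale, was above 0.71. This was so in 7 of 164 groups of 5 libraries, and chance gives 8.2.

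MAM replicate 1 stood out for 2 results. Its Itgax level was high (gap over range 0.767), at 7.91 log2 CPM against 7.18 to 7.35 in the other MAM libraries, and without it the log2 fold change of Itgax was -2.69. The mean of the NF-kappa B list was 6.33 in that library against 6.20 to 6.21 in the others (0.867), and without it the median log2 fold change of the list was 0.51.

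MAM replicate 4 was high for Vegfa (0.901), at 8.11 against 7.63 to 7.68, and low for Perp (0.722), at 0.66 against 0.87 to 0.95. Without it the log2 fold changes were 5.81 for Vegfa and -6.72 for Perp. MAM replicate 2 was high for Tap1 (0.788), at 7.62 against 7.16 to 7.26, and without it Tap1 had a log2 fold change of 3.01. RAM replicate 1 was high for Ptprc (0.735), at 10.14 against 10.02 to 10.05, and without it Ptprc was at -0.12. RAM replicate 4 was high for the mean of the lipid metabolism list (0.718), at 6.58 against 6.44 to 6.48, and without it the list's median was -0.92. None of these 7 results changed direction or its side of the threshold when the library was left out.

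The number of libraries that stood out is no more than chance gives, and neither a technical nor a biological explanation was tested for any of them. The metastasis samples were pooled from different numbers of mice, and which library holds which pool was not used here, so an effect of pooling on the MAM libraries stays open.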

How the results depend on the processing

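Of the settings in this part, the subtraction of 1% of the other group's level, the minimum mean count of 10 and limma on log2 CPM were chosen only after the result was seen. The number of differentially expressed genes was 3511, and it ran from 2511 under a test against a fold change of 2 to 4672 without a filter on low expression, which tests more genes. Across the 10 fits that each left out one library it ran from 3381 to 3511. DESeq2 gave 3538 genes, of which 3486 were shared with edgeR. The number of highly differentially expressed genes was 774, with 751 to 781 under the alternatives and 766 to 787 with a library left out. Upper-quartile scaling moved the median log2 fold change of all genes from -0.02 to -0.18, and the shares of higher and lower calls moved by less than 10 percentage points under every scaling tried.

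The replicate numbers did not pair the libraries. MAM and RAM libraries of the same number had correlations between -0.04 and 0.03 in their deviations from the group means. With the replicate number as a block, 3526 genes were differentially expressed, of which 3418 were shared with the fit without the block, and Aif1 had a log2 fold change of 6.22.

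The Figure 2C genes, the type I interferon list, the cytokine response list and the lipid metabolism list kept their direction and their side of the threshold under every alternative run. With a library left out, their medians ran from 1.99 to 2.04, from 4.09 to 4.23, from 1.81 to 1.92 and from -1.03 to -0.87. The interleukin genes lost significance under limma on log2(FPKM + 1) (median 0.59, adjusted p = 0.0836), limma on log2(FPKM + 0.1) (1.01, adjusted p = 0.0807), camera with an estimated correlation (0.92, adjusted p = 0.0553) and ranked enrichment (normalized enrichment score 1.34, adjusted p = 0.107). The NF-kappa B list lost it only with the estimated correlation (0.56, adjusted p = 0.0553). In each case the cause was not tested. Over the alternatives the adjusted p ran from 1.8e-07 under fry to 0.107 for the interleukin genes and from 4.0e-08 under fry to 0.0553 for the NF-kappa B list. With a library left out, the interleukin median ran from 0.78 to 1.19 and the NF-kappa B median from 0.51 to 0.60.

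Aif1 had log2 fold changes from 5.97 to 6.38 under the alternatives set beforehand, and 7.76 after subtraction of 1% of the other group's level. That subtraction left 3528 differentially expressed and 796 highly differentially expressed genes, and the minimum mean count left 3504 and 774. Of 1176 values of 62 other named genes, 16 changed their side of the threshold, 13 weaker and 3 stronger, in 10 genes, and none reversed. The clustering ratio ran from 1.44 to 6.28 under the alternatives and from 1.50 to 1.54 with a library left out, with both groups apart in each.

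Ly6c1 and the small RNA genes Mir764 and Gm22650 are among the genes that changed. Mir764 and Gm22650 did so only in the fits on log2(FPKM). The FPKM table lists Mir764 at 0 in 4 RAM libraries that held 29 to 118 counts, and Gm22650 at 0 in 3 RAM libraries that held 282 to 927. With limma on log2 CPM in place of FPKM both passed the threshold (adjusted p = 8.8e-07 and 8.3e-09, limma with Benjamini-Hochberg adjustment), so the loss comes from the FPKM values, which hold these zeros. With limma on log2 CPM Ly6c1 passed too (log2 fold change 3.15, adjusted p = 0.00544, limma with Benjamini-Hochberg adjustment). Its loss in the fits on log2(FPKM) thus goes with the FPKM values. The cause of its loss with the replicate number as a block was not tested.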

Differences from the paper's values

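No test was run for this part. The paper gives 60M to 80M reads per sample, and the lines of the count files, unassigned reads included, sum to 131M in the smallest library and 201M in the largest. The totals do not depend on the alternatives set before the data were examined, and none of them closed the gap.

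In Figure 2C, Mx1 is drawn without the shading for upregulation, and its log2 fold change here was 6.56 with a mean FPKM of 162 in MAMs, past every criterion the paper lists. Ifitm1 (6.01), Bcl2 (3.97) and Socs1 (3.13) are also drawn without shading and were differentially expressed upward here, but their mean FPKM in MAMs was 7.07, 11.8 and 10.2. Jak2, Ifngr2 and Bax are shaded in Figure 2C, and their log2 fold changes here were 1.36, 1.34 and 1.12, under the limit of 1.5 set for pathway analysis. None of the settings run brought these 3 genes over that limit. The figure's legend ties the shading to the extent of upregulation and names no limit. All 3 were differentially expressed upward here, so no conflict with the paper is shown for them.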

Other observations

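The tests of library depth, of reads shared with similar or overlapping genes, of the host gene of small RNA genes and of the cell type lists without their most abundant gene were chosen only after the result was seen. The number of differentially expressed genes was also found for 100 of the 126 splits of the 10 libraries into 5 and 5, the real split always among them. The real split gave 3511 genes, and the other 99 splits gave 0 genes each. At an unadjusted p under 0.05 and a fold change over 2 the other splits gave a median of 36 genes and at most 627, against 3575 for the real split. Each of the other splits mixes MAM and RAM libraries in both groups, which adds their difference to the spread within groups. These splits therefore cannot tell how often chance alone gives such calls.

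Few genes fell below about 1% of their level in the other group, in either direction. Shares and ranges in this paragraph are of counts scaled to library totals without TMM factors, so they differ from what the fold changes give. Over the 30 lowest genes with at least 100 CPM in the other group, the median share was 1.01% to 1.18% in the RAM libraries and 0.822% to 1.06% in the MAM libraries. For genes above 1000 CPM the lowest share was 1.07% in RAMs and 0.920% in MAMs. Between 100 and 300 CPM it was 0.775% and 0.532%. Of the highly differentially expressed genes, 122 of 576 higher in MAMs and 27 of 198 lower in MAMs were within 2% of the other group's level. The largest fold changes may be held down by this level, and the log2 fold change of Aif1 rose to 7.76 when 1% was subtracted. A candidate explanation is a fixed share of reads assigned to the wrong library when libraries were sequenced together, which predicts the same share for genes of every abundance and in each library. The value of 1.07% among the most abundant genes is consistent with that. The lower shares among less abundant genes would then need counting error or variation between libraries, which was not tested. Timd4 varied 6.43-fold among MAM libraries and 1.49-fold among RAM libraries, and Serpinb2 5.25-fold and 1.52-fold, so a share taken from 1 partner library would have given a wider spread in RAMs. Other genes of the 30 varied more among RAM libraries, B4galt6 most, at 1.22-fold in MAMs and 3.79-fold in RAMs. A fixed share alone would not give that spread. Cells of the other type in the sorted gates could also leave such a level. The largest library share was 1.43 times the smallest, which a steady sort purity would also allow, so this explanation cannot be told apart from the first. The low level may also be true expression for some genes, which was not tested.

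Reads outside annotated genes made up 49.8% ± 1.02 of all lines in RAMs (SD, n = 5) and 40.7% ± 2.08 in MAMs (SD, n = 5), with no overlap between the groups (exact permutation test, two-sided, p = 0.00794). Genomic DNA could give such reads, and would then put reads on the 1463 olfactory and vomeronasal receptor genes. Their CPM of uniquely mapped reads were 14.8 ± 4.12 in RAMs and 11.1 ± 1.31 in MAMs, a difference of 3.72 (exact permutation test, two-sided, p = 0.119), where reads spread evenly over the genome would have added 176. This argues against genomic DNA as the whole cause. The totals of all lines overlapped, at 131053712 to 194458931 in MAMs and 134400306 to 201197753 in RAMs (exact permutation test, two-sided, p = 0.929), although the shares did not, which argues against library depth. Unspliced RNA, unannotated transcripts and a difference between the cell types stay open and were not tested.

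The higher type I interferon list and the lower lipid metabolism list were tested against bias in GC content and transcript length. Removing the trend of each library's values on both moved 5470 of 11329 genes by more than 0.1 on the log2 scale, with a median move of 0.0967. After it the interferon list had a median of 4.06 and the lipid list -1.11, which argues against such bias as the whole cause. A share of the other group's reads would narrow differences in either direction. Reads shared with similar or overlapping genes were tested for the interferon list by leaving out families with similar copies and genes that overlap another gene. The 20 genes left were all higher in MAMs, with a median of 2.88, which argues against such reads as the whole cause. Other myeloid cells in the sorted gates were not tested for these lists and stay open, as does a biological difference between the cells. MAMs and RAMs differ in the tissue they came from and in the sorting gate at once, so which of these it follows was not tested.

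Small RNA genes were among the genes lowest in MAMs. Mir764, Gm22650 and Snora35 lie inside Htr2c, a gene chosen after its values were seen, which lies on chromosome X of GRCm38 from 146962513 to 147197277. Htr2c itself had a log2 fold change of -6.71, with 0.764 CPM in MAMs and 79.4 in RAMs. Reads of Htr2c counted on the small RNA genes are a candidate explanation, and Gm22650 (-6.82) and Snora35 (-6.72) changed by a similar amount. A difference in the small RNAs themselves was not tested.

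Genes under 200 bases, 49 of the 272 used for clustering, carried 97.9% of the squared distance within groups. Without them the ratio of the distance between groups to that within groups was 8.53 over 223 genes, against 1.53 with them. Both analyses put the groups apart.

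The interferon genes themselves had few counts. Of 21 interferon genes in the count files, 6 had any counts. Ifnk, Ifnb1 and Ifng are named after their values were seen. Ifnk had the most, with 606 counts in the 5 MAM libraries together and 1872 in the 5 RAM libraries. Ifnb1 had 24 counts in MAMs and 0 in RAMs, and Ifng had 0 in MAMs and 24 in RAMs. No interferon gene other than Ifnk had more than 87 counts in a group. Interferon from other cells of the lung was not measured.

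Genes of other cell types were summed per library, in CPM of all counts on genes. The list for epithelial and tumour cells was at 3.53 ± 3.07 in MAMs and 71.9 ± 18.1 in RAMs (SD, n = 5), and in RAMs nearly all of it was Epcam, at 71.2 against 0.521 in MAMs. Krt8, Krt18 and Krt7, named after their values were seen, went the other way, at 1.18, 1.40 and 0.416 in MAMs and 0.0429, 0.109 and 0.115 in RAMs. Lung epithelium was at 22.1 in MAMs and 57.7 in RAMs, with Napsa highest at 16.2 and 24.8. Neutrophil genes were at 13.1 and 31.5, with Cxcr2 at 6.00 and 28.8 (exact permutation test, two-sided, p = 0.0476, adjusted over 7 lists p = 0.0667). Stromal genes were higher in MAMs, at 54.1 ± 18.5 against 7.51 ± 4.15 (SD, n = 5), with Kdr at 23.4 and 0.884. Lymphocyte genes (8.55 and 9.57, Cd79a highest in RAMs, exact permutation p = 0.714) and erythrocyte genes (2.43 and 3.43, only Alas2 with CPM above 0 on average, exact permutation p = 0.246) did not differ beyond the spread. Dendritic cell genes summed to 12.3 in MAMs and 23.5 in RAMs, with Clec9a at 0.804 and 17.9. For the epithelial and tumour, lung epithelial, stromal and dendritic cell lists the groups did not overlap (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0139). Without the most abundant gene of each list, 3 of these lists were higher in MAMs instead: epithelial and tumour cells without Epcam at 3.01 and 0.673 (adjusted p = 0.0370), neutrophils without Cxcr2 at 7.14 and 2.75 (adjusted p = 0.0444) and dendritic cells without Clec9a at 11.5 and 5.57 (adjusted p = 0.0417, exact permutation test, two-sided, adjusted over 7 lists for all 3). Lung epithelium without Napsa, at 5.84 and 32.9, and stroma without Kdr, at 30.7 and 6.63, kept their direction (exact permutation test, adjusted p = 0.0278 for both). The lymphocyte genes without Cd79a still did not differ (6.80 and 6.11, exact permutation test, adjusted p = 0.861), and no erythrocyte gene other than Alas2 had counts. Which cells these reads came from was not tested.

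The remaining lists had these median log2 fold changes and adjusted p-values from limma's camera with preset correlation. Genes of alveolar macrophage identity were at -6.30 (adjusted p = 1.5e-51, 17 of 18 genes differentially expressed downward). Interstitial macrophage genes were at 6.32 (adjusted p = 9.1e-28, all 13 genes upward) and monocyte genes at 5.01 (adjusted p = 1.9e-11, all 8 upward). MHC genes were at 1.75 (adjusted p = 2.7e-04, 13 of 21 upward and 4 downward), but not past the threshold with an estimated correlation (0.0900). All 20 proliferation genes were lower in MAMs, at -1.73 (adjusted p = 6.1e-07), with 0.0553 under the estimated correlation. The dissociation list, at 0.33 (adjusted p = 0.211), and the 3 tested dendritic cell genes, at 1.18 (adjusted p = 0.603), did not pass. The alveolar macrophage, interstitial macrophage and monocyte lists also passed with an estimated correlation, and every list of this kind passed fry. For the dendritic cell genes fry called them lower in MAMs (adjusted p = 0.0308, fry), against the sign of their median. Adjusted over the list alone, 18 alveolar macrophage, 13 interstitial macrophage, 8 monocyte, 17 MHC, 20 proliferation, 17 dissociation and 3 dendritic cell genes had an adjusted p under 0.05, against 17, 13, 8, 17, 20, 17 and 3 over all genes tested.

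The Introduction names Ccr2, Ccl2, Ccl3 and Vegfa in other experiments. In these libraries their log2 fold changes were 4.99, 6.05, 1.75 and 5.91, all higher in MAMs (adjusted p between 6.6e-15 for Ccl2 and 3.9e-08 for Ccl3, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl2 overlaps another annotated gene, and its value is uncertain to that extent.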
